A study of Mus musculus with 2 samples.

How the data were processed

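The hippocampus of mice at postnatal day 19 was profiled by single-nucleus RNA sequencing. Per the labels, 1 library came from mice homozygous for a floxed allele of Cic, which encodes the transcriptional repressor Capicua, and serves as the control. The other came from littermates that also carried Emx1-Cre, a driver of recombination in the dorsal telencephalic lineage, and is labelled knockout. Each library pooled 1 hippocampus from each of 3 mice, 2 males and 1 female. Per the labels' protocols, frozen tissue was homogenised, nuclei were cleaned with anti-nucleus beads, and a capture of 20,000 nuclei per library was aimed for on a 10x Genomics 3′ GEM-X chip.

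The deposited matrices hold raw UMI counts per gene and nucleus, with no normalization, made by the authors with Cell Ranger 8.0.1 according to the matrix headers. Neither the files nor the labels name the genome build, so no positions are given. An annotation of another source, GENCODE for GRCm38, held 31,961 of the 33,696 gene identifiers in the files (94.85%). It was used only for Y-chromosome membership, gene length, overlaps between genes and the order of genes along a chromosome.

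Nuclei with fewer than 500 detected genes or more than 5% mitochondrial UMIs were left out. Doublets were called per library with the Scrublet implementation of scanpy 1.11.5 at an expected rate of 0.1 and were left out. Both libraries were then clustered together in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and scikit-learn 1.9.0. Counts were scaled per nucleus and log transformed, 3000 variable genes were chosen by their dispersion within each library, and 30 principal components were kept. No batch correction was applied, since library and genotype coincide. A shared-neighbour graph over 15 neighbours was partitioned by the Leiden method at resolution 1 with leidenalg 0.10.2 and igraph 0.11.9. Xist, Tsix, Y-linked and mitochondrial genes did not enter the clustering.

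A cluster was named after the set of fixed marker genes, out of 21 sets, with the highest mean log2 fold against all other nuclei. The name carries the ending "-like", since it rests on these markers alone. A cluster stayed unnamed when fewer than 3 markers of that set were raised by a log2 fold of 0.5 with a UMI in 10% of its nuclei, or when the mean log2 fold was under 0.5. It also stayed unnamed when its 10 leading genes held more markers of another set, or when its median UMI count in a library was under that library's median divided by 3 and none of its markers was among those genes. The minimum on the mean fold was set after the clusters had been seen. It kept 6 clusters unnamed, which held 4.26% of control nuclei and 5.93% of nuclei of the library labelled knockout.

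UMIs were summed per library and class for every class with at least 100 nuclei in each library. The log2 ratio of a gene is the labelled knockout over the control in CPM, the UMIs of a gene scaled to the total UMIs of the class, with 0.5 UMI added to each sum. A gene was counted as changed in size when it had at least 50 UMIs and 10 CPM in the higher library and differed by at least 2-fold. This is a count by size and not a test. With 1 library per group there is no replicate error, so no p-value, standard error or test is given for any difference. Intervals are 95% intervals for counting error alone: exact Poisson for a sum, exact conditional binomial for a ratio of sums, and exact binomial (Clopper-Pearson) for a share. They do not cover variation between mice or between library preparations.

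Nuclei were called female with at least 2 Xist UMIs and no UMI of Uty, Kdm5d, Ddx3y or Eif2s3y, and male with no Xist UMI and at least 1 UMI of those 4 genes. By the labels, female nuclei come from 1 mouse per library and male nuclei from 2. The split is a check within each pool and does not make replicates.

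Of 4 fixed gene lists, the CIC target list had 15 genes, the axon guidance list 55, the mossy fiber-CA3 connection list 23 and the activity and handling list 13. None was chosen on these libraries. Each was summarised by the median log2 ratio over members with at least 20 UMIs in both libraries together. The median was placed among 10,000 random lists of the same size drawn from the 100 genes nearest in mean expression to each member, as a description of these libraries. Its interval came from 1000 Poisson draws around the observed sums.

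Genes were named by a rule. Cic and the members of the CIC target list were always open to naming. In dentate granule-like, CA3-like and CA1-like nuclei, up to 8 genes in each direction were named by the size of the ratio among those past the size rule in all nuclei, in female nuclei and in male nuclei, and in other classes up to 3. Members of the axon guidance and mossy fiber-CA3 lists past the size rule in dentate granule-like or CA3-like nuclei were named, up to 6 per list and class. Genes named outside this rule are given as such, and a gene that the rule picked is not reported here. The marker sets, the gene lists, this rule, the comparisons and the alternatives below were fixed before the data were examined.

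The alternatives changed 1 choice at a time. They were TMM factors from edgeR 4.0.16 in R 4.3.3, median-of-ratios size factors, a filter of 1000 genes and 1% mitochondrial UMIs, doublets kept, the mean of CPM per nucleus, nuclei thinned to 2000 UMIs, which left out 5.62% of control nuclei and 8.41% of nuclei of the library labelled knockout, female nuclei alone and male nuclei alone. Others were subtraction of free RNA, Leiden resolution 2, and a clustering without the 964 genes past the size rule in any class with more than 2,500,000 UMIs per library. For size counts and lists, a minimum of 20 UMIs with none on CPM, all list members with any UMI, and 5 UMIs added in place of 0.5 were tried as well. The female share was also recomputed with at least 1 Xist UMI.

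Free RNA was estimated as the median, over 32 neuronal markers, of each marker's level in microglia-like nuclei relative to its level over all barcodes of the library. This share was 38.3% of the UMIs of microglia-like nuclei in the control and 29.0% in the library labelled knockout. The estimate is approximate, because single markers gave shares from 3.1% to 346.6% in the control and from 2.98% to 333.6% in the library labelled knockout, and because the profile of empty droplets was not used here. To compare size counts between classes of different depth, class sums of at least 2,200,000 UMIs in both libraries were thinned to that number in 20 draws, which left out Cajal-Retzius-like and cycling progenitor-like nuclei. Fewer than 100 nuclei in a library kept endothelial-like, ependymal-like, fibroblast-like, macrophage-like and mural-like nuclei out of the gene comparisons. Figures were drawn with matplotlib 3.10.9.

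The ratios and the size rule were tested on simulated data, with Poisson counts at the observed depths and 200 genes changed by a log2 ratio of 1.5 or 2.5. In each of 6 classes all 200 were recovered, 0 unchanged genes passed the size rule, and 93.0% to 97.5% of intervals held the true ratio. The changed genes were drawn from genes expected well above the minimum counts, and their changes lay past 2-fold. Their recovery was thus close to fixed in advance. Poisson counts hold no variation between mice or library preparations, so the simulation cannot show how many genes such variation moves past 2-fold.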

Results

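The comparison asks how loss of Capicua from the Emx1 lineage changes gene expression in the postnatal mouse hippocampus, and the title of the series points to the mossy fibers, the axons by which dentate granule cells reach CA3. There were 2 libraries, a control and a library labelled knockout, each pooled from 3 mice at postnatal day 19. The control library held 25,907 nuclear barcodes and 314,453,640 UMIs, and the library labelled knockout held 23,207 barcodes and 252,995,761 UMIs. After the filter, 3,277 control nuclei (13.1%) and 2,474 nuclei of the library labelled knockout (10.7%) were called doublets. The comparisons used 21,783 control nuclei, with medians of 9,786 UMIs and 3,186 genes, and 20,569 nuclei of the library labelled knockout, with medians of 8,765 UMIs and 3,044 genes. Each group was 1 library, so no difference could be tested, and intervals cover counting error only.

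The female share was 29.6% of control nuclei (29.0% to 30.2%) and 30.6% of nuclei of the library labelled knockout (29.97% to 31.2%). The alternative that moved it most was doublets kept in the control, at 27.6%, and a rule of 1 Xist UMI in the library labelled knockout, at 33.1%. Among nuclei that could be called for sex, 40.5% in the control and 40.8% in the library labelled knockout were female, where the labels give 1 female among 3 mice. At least 2 Xist UMIs together with a Y-linked UMI were found in 45.1% and 39.9% of called doublets, in that order, against 8.89% and 6.64% of the nuclei used.

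Named classes held most nuclei, and 15.1% of control nuclei and 17.2% of nuclei of the library labelled knockout stayed unnamed. Dentate granule-like nuclei made up 20.02% of the control (19.5% to 20.6%) and 16.3% of the library labelled knockout (15.8% to 16.8%). In the clustering without the genes past the size rule these shares were 21.3% and 18.0%. The ratio of the shares was 0.81, and the alternative that moved it most was male nuclei alone, at 0.86. Immature dentate granule-like nuclei made up 10.2% and 12.1% in the main clustering, and 11.8% and 13.3% in the clustering without those genes. CA3-like nuclei made up 4.36% and 4.27%, and 4.50% and 4.28% without those genes. Their ratio of shares was 0.98 in all nuclei, 0.68 in female nuclei and 1.31 in male nuclei. CA1-like nuclei made up 10.9% and 9.42%, and 10.4% and 9.31% without those genes. Another 3 clusters closest to CA1 were kept unnamed by the minimum on the marker fold, with 2.94% of control nuclei and 4.18% of nuclei of the library labelled knockout, so no difference in CA1 share is drawn. Inhibitory-like nuclei made up 5.64% and 6.15%, and 5.65% and 6.14% without those genes.

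Cic (ENSMUSG00000005442), the targeted gene, was not lower in the library labelled knockout. In dentate granule-like nuclei it had 485 UMIs in the control and 465 in the library labelled knockout, or 9.05 and 12.4 CPM (UMIs of the gene scaled to the total UMIs of the class), a log2 ratio of 0.45 (0.26 to 0.64). The alternative that moved this most was thinning each nucleus to 2000 UMIs, which left 84 and 70 UMIs and a log2 ratio of 0.12 (−0.36 to 0.60). In CA3-like nuclei the log2 ratio was 0.73 (0.44 to 1.03), from 166 and 225 UMIs. It reversed to −0.41 (−1.68 to 0.77) in the thinned nuclei, where only 16 and 11 UMIs remained. In CA1-like nuclei it was 0.86 (0.64 to 1.08), from 309 and 398 UMIs. In female nuclei alone, 1 mouse per library, the log2 ratio was 0.64 in dentate granule-like, 1.17 in CA3-like and 1.37 in CA1-like nuclei. In male nuclei alone it was 0.38, 0.26 (−0.18 to 0.72) and 0.64 in the same order. In inhibitory-like nuclei, which lie outside the Emx1 lineage, it was −0.02 (−0.31 to 0.27), from 215 and 186 UMIs. In microglia-like nuclei it was −0.07 (−0.56 to 0.41). Gene counts cannot show whether the counted transcripts held the floxed exons, so the direction of every ratio in this text is given for the library as labelled.

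**Figure D1:**
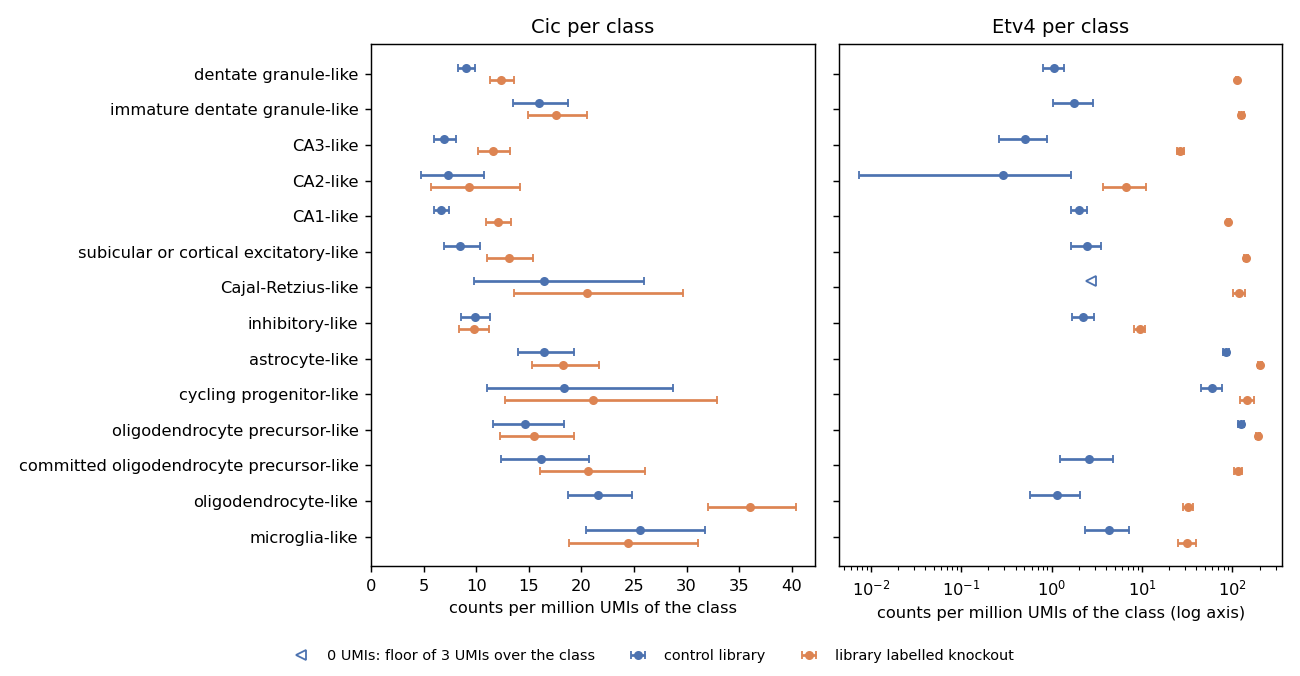
CPM of Cic (linear axis) and Etv4 (log axis) per class in the control library and the library labelled knockout, with 95% Poisson intervals of 1 library each. Cic was not lower in the library labelled knockout in dentate granule-like, CA3-like or CA1-like nuclei, while Etv4 rose from 1.06 to 111.7 CPM in dentate granule-like nuclei, and the open triangle marks the floor of 3 UMIs for Cajal-Retzius-like nuclei, which had 0 Etv4 UMIs in the control.

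In dentate granule-like nuclei, 191 genes were at least 2-fold higher and 92 at least 2-fold lower in the library labelled knockout, of 8,423 genes with the minimum counts. The sums behind these counts were 53,598,798 UMIs in the control and 37,587,187 in the library labelled knockout. The alternative that moved the total most was a minimum of 20 UMIs with none on CPM, at 974 genes, among them all 283 of the main count. In CA3-like nuclei 108 genes were higher and 40 lower of 8,029, from 23,823,905 and 19,414,138 UMIs. In CA1-like nuclei 219 were higher and 60 lower of 8,264, from 46,416,118 and 32,930,490 UMIs. Scaling moved the balance of directions. With median-of-ratios size factors 92 genes were higher and 55 lower in CA3-like nuclei, which moved the higher share from 73.0% to 62.6%. In CA1-like nuclei the same factors gave 181 and 83 genes, or 68.6% higher in place of 78.5%. The dentate granule-like class had 182 and 99 under them, or 64.8% in place of 67.5%. These factors moved all log2 ratios by −0.09 in CA3-like, −0.10 in CA1-like and −0.03 in dentate granule-like nuclei. The shift passed 0.1 only in CA2-like nuclei, at −0.12, and the CA2-like ratios are best read relative to it. In inhibitory-like nuclei 8 genes were higher and 2 lower of 8,790. All 8 higher genes were mitochondrial, and the rise was larger in female nuclei, with log2 ratios for mt-Nd1 of 2.59 in female and 0.48 in male nuclei. The lower genes, named after their values were seen, were Adgrg6 (−1.13) and Glis3 (−1.19), and 0 genes other than mitochondrial ones passed 2-fold in both sexes.

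All 283 genes of dentate granule-like nuclei had the same sign in female and in male nuclei, and 163 higher and 74 lower genes passed 2-fold in both. Across the 8,407 genes that remained without sex-linked and mitochondrial genes, the female and male log2 ratios had a Pearson correlation of 0.88. The correlation was 0.69 in CA3-like, 0.83 in CA1-like and 0.14 in inhibitory-like nuclei. It is a correlation across genes, which are not independent replicates, and it compares nuclei of the same 2 libraries.

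**Figure D2:**
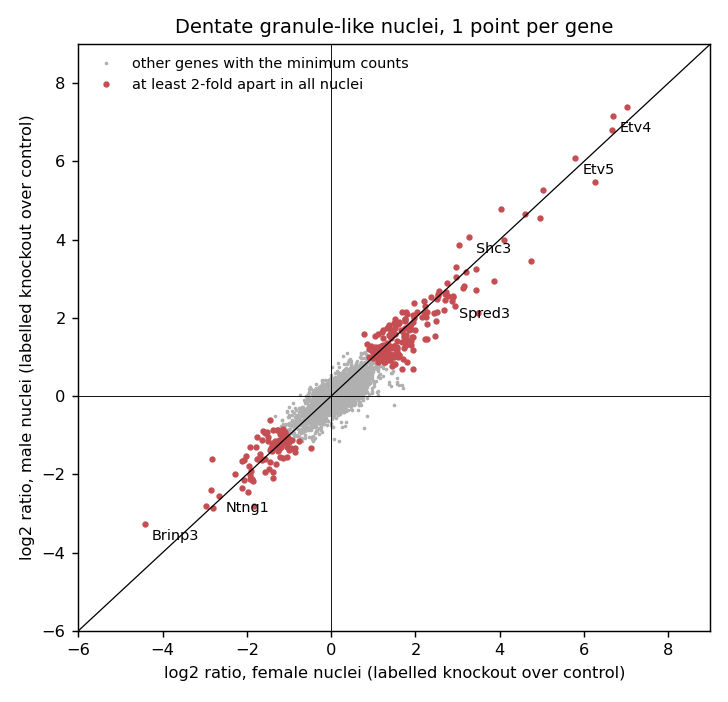
Log2 ratio of each gene with the minimum counts in female nuclei (horizontal axis, 1 mouse per library) and male nuclei (vertical axis, 2 mice per library) of the dentate granule-like class, with the line of equality. Red points are the 283 genes at least 2-fold apart in all nuclei, all of which had the same sign in both sexes.

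The gene with the largest rise in dentate granule-like nuclei was 9630014M24Rik (ENSMUSG00000118257), with 72 UMIs in the control and 7,735 in the library labelled knockout, a log2 ratio of 7.25 (6.92 to 7.61). Etv4 (ENSMUSG00000017724) had 57 and 4,200 UMIs, a log2 ratio of 6.70 (6.34 to 7.12). Gm5820 rose by 6.64, Etv5 by 5.93, Fgf1 by 5.73, Camk1g by 5.03, Hsd11b1 by 4.69 and Wdr95 by 4.65. Gm5820 and Fgf1 overlap on opposite strands in the annotation, as do Hsd11b1 and Lamb3, so a read given the wrong strand would be counted for the other gene. Clmp shares its strand with an overlapping counted gene. Brinp3 (ENSMUSG00000035131) fell the most, from 7,510 to 392 UMIs, a log2 ratio of −3.75 (−3.90 to −3.60). Pacsin2 (−2.88), Rasgrp1 (−2.87), Ntng1 (−2.59), Itgav (−2.54), Clmp (−2.41), Nrip3 (−2.24) and Rad51ap2 (−2.17) followed. These 16 genes stayed at least 2-fold apart in the same direction in all 176 values under the 11 alternatives run for single genes.

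In CA3-like nuclei the largest rises were those of Etv4, with a log2 ratio of 5.66 (4.90 to 6.68) from 12 and 513 UMIs, Abca8a (4.14), Otof (3.52), Ankrd55 (3.51), Wdr95 (3.51), Etv5 (3.23), Gm5820 (3.06) and 9630014M24Rik (3.03). Crispld1 had the largest fall, −4.21 (−4.78 to −3.73), from 762 and 33 UMIs. Lhfp (−2.60), Gm16070 (−2.33), Cpne5 (−2.09), Efemp1 (−2.01), Scube1 (−1.42) and Gm12536 (−1.40) followed. Crispld1 and Gm16070 overlap on opposite strands. In CA1-like nuclei the largest rises were those of Etv4, 5.47 (5.18 to 5.79) from 94 and 2,974 UMIs, Ankrd55 (4.47), Adap2 (3.88), Epb41l4a (3.62), St8sia2 (3.61), Gpr139 (3.57), Gm56620 (3.22) and Abca8a (3.20). The largest falls were those of 4921539H07Rik, −3.80 (−3.88 to −3.72) from 24,925 and 1,270 UMIs, B230110G15Rik (−3.51), Cpne5 (−3.50), 1700007F19Rik (−3.48), Luzp2 (−3.19), Clmp (−2.91), Egfl6 (−2.57) and Irag2 (−2.47). The transcripts 4921539H07Rik and 1700007F19Rik overlap on opposite strands, and the annotation used here does not hold Gm56620. The 16 genes of the CA1-like class stayed at least 2-fold apart in the same direction in all 176 values under the same alternatives, as did the genes named here for the CA3-like class in all of theirs. Without sex-linked and mitochondrial genes, 25 genes passed 2-fold upward in all of dentate granule-like, CA3-like and CA1-like nuclei, among them Etv4, Etv5, Spred3 and Shc3. Downward, 1 gene did, Lhfp.

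Among the other classes, oligodendrocyte-like nuclei had 179 genes at least 2-fold higher and 81 lower in the library labelled knockout. Their largest rise was that of Gm597, with 1 UMI in the control and 697 in the library labelled knockout, a log2 ratio of 9.09 (7.19 to 14.98). Dkk2 (8.14) and Pknox2 (7.89) followed, and A230001M10Rik (−2.11), Mgp (−1.82) and Adgrv1 (−1.78) fell the most by the naming rule. Committed oligodendrocyte precursor-like nuclei had 107 higher and 22 lower genes, and oligodendrocyte precursor-like nuclei 18 and 3. Immature dentate granule-like nuclei had 23 and 7, with Etv4 (6.09), Etv5 (4.74) and 9630014M24Rik (3.28) as the largest rises. Astrocyte-like nuclei had 13 and 10 and microglia-like nuclei 14 and 8. CA2-like nuclei had 136 and 67, Cajal-Retzius-like nuclei 112 and 8, subicular or cortical excitatory-like nuclei 83 and 15, and cycling progenitor-like nuclei 4 and 21. In Cajal-Retzius-like nuclei Etv4 had 0 UMIs in the control and 162 in the library labelled knockout, at least 43.3-fold higher against a floor of 3 UMIs over the class. These classes differ in depth, from 900,802 UMIs in cycling progenitor-like nuclei of the library labelled knockout to 11,792,730 in subicular or cortical excitatory-like nuclei of the control.

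With the sum of each class that had at least 2,200,000 UMIs in both libraries thinned to that number, dentate granule-like nuclei had 212.8 genes past 2-fold on average over 20 draws (198 to 220) and immature dentate granule-like nuclei 27.6 (22 to 34). Oligodendrocyte-like nuclei had 216.7 (210 to 232), committed oligodendrocyte precursor-like nuclei 96.1 (88 to 104) and oligodendrocyte precursor-like nuclei 12.5 (7 to 17). CA1-like nuclei had 209.4 and CA3-like nuclei 112.6. Outside the Emx1 lineage, inhibitory-like nuclei had 7.30 and microglia-like nuclei 21.4 (15 to 28). Simulation with no difference gave 2.2 to 3 genes per class.

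**Figure D3:**
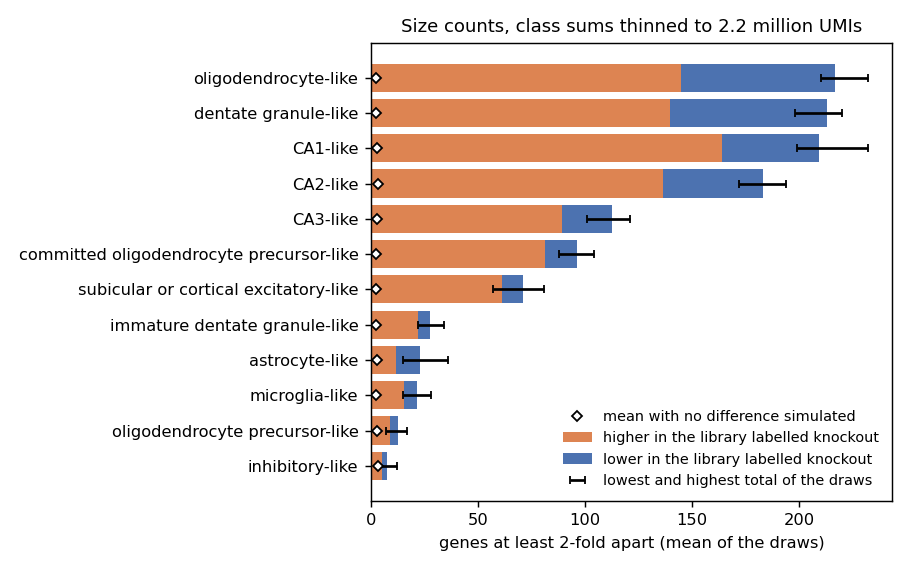
Mean number of genes at least 2-fold higher or lower in the library labelled knockout (horizontal axis) per class over 20 draws with each class sum of at least 2,200,000 UMIs thinned to that number, with the lowest and highest totals of the draws and, as diamonds, the mean with no difference simulated. Dentate granule-like nuclei averaged 212.8 genes and immature ones 27.6.

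The CIC target list had a median log2 ratio of 1.77 (1.44 to 1.93) in dentate granule-like nuclei, above all 10,000 random lists, with 13 members higher and 2 lower in the library labelled knockout. The alternative that moved it most was thinning to 2000 UMIs, at 1.5, with 2.03 after subtraction of free RNA. The median was 0.59 (0.48 to 0.92) in CA3-like and 0.62 (0.53 to 0.88) in CA1-like nuclei, both above all random lists. In inhibitory-like nuclei it was 0.05 (−0.10 to 0.14), at percentile 62.4, and in microglia-like nuclei 0.33 (0.24 to 0.62) over 12 members, 10 of them higher, at percentile 99.94. It was 2.02 (1.82 to 2.18) over 12 members in oligodendrocyte-like nuclei and 0.14 (0.08 to 0.27) over 14 members in oligodendrocyte precursor-like nuclei. In dentate granule-like nuclei Shc3 rose by 3.67 (3.58 to 3.76), Spred3 by 2.66 (2.51 to 2.80), Etv1 by 1.87 (1.78 to 1.95) and Spred1 by 1.10 (1.03 to 1.16). Spry4 rose by 5.62 (4.70 to 6.93), from 8 and 292 UMIs, but stayed under 10 CPM. Spry2 fell, with −1.14 (−1.37 to −0.92), and Spry1 had −0.18 (−0.44 to 0.07).

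**Figure D4:**
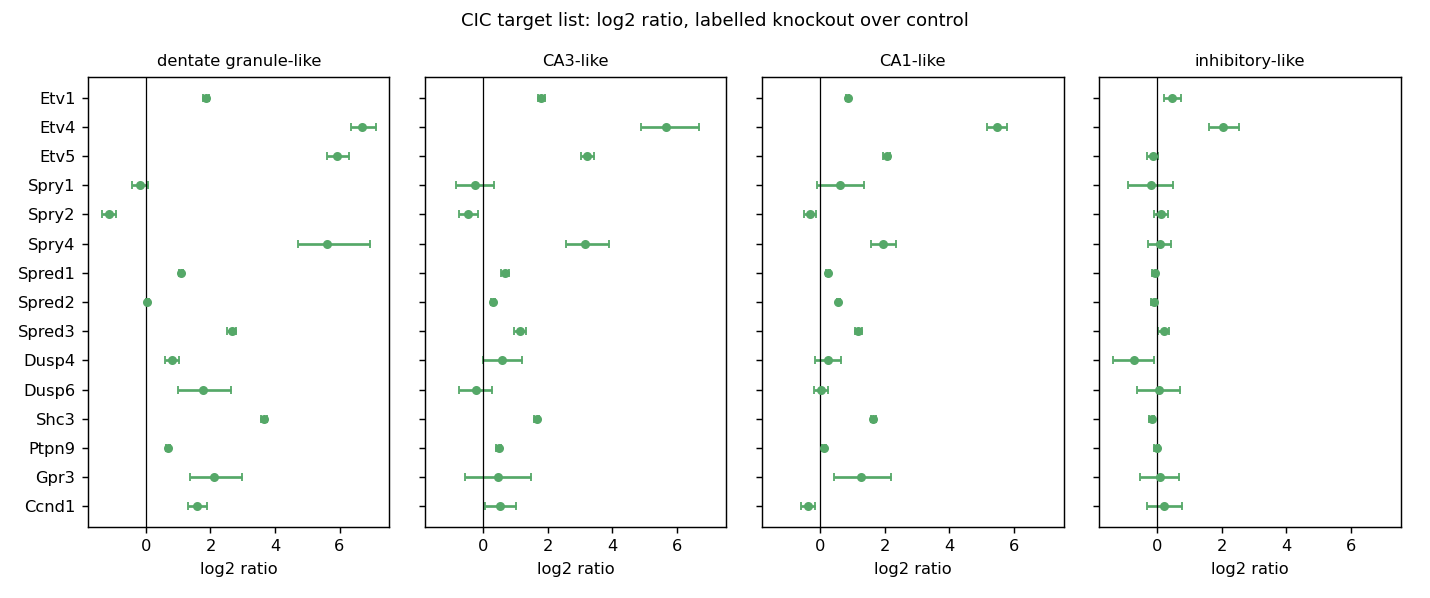
Log2 ratio (horizontal axes) of each CIC target list member with at least 20 UMIs over both libraries, with 95% counting intervals, in dentate granule-like, CA3-like, CA1-like and inhibitory-like nuclei. Etv4 had 6.70, 5.66, 5.47 and 2.05 in these classes, and Spry2 had −1.14 in dentate granule-like nuclei.

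At least 1 Etv4 UMI was found in 1.22% of dentate granule-like nuclei of the control (0.91% to 1.59%) and 66.6% of those of the library labelled knockout (65.0% to 68.2%), at median depths of 11,766 and 10,827 UMIs. In microglia-like nuclei, which should lack Etv4, the shares were 0.94% and 5.56% at median depths of 2,130 and 1,719.5 UMIs. With nuclei thinned to 2000 UMIs the shares were 0.09% and 19.9% in dentate granule-like nuclei and 0.36% and 5.03% in microglia-like nuclei, of which thinning left out 664 of 1,489 and 959 of 1,476 as too shallow. In inhibitory-like nuclei 3.50% and 10.3% had an Etv4 UMI at median depths of 16,943 and 14,144.5 UMIs, and 0.41% and 1.84% after thinning. In CA3-like nuclei 1.26% and 40.1% had an Etv4 UMI at median depths of 24,407.5 and 21,399.5 UMIs, and 0.42% and 4.67% after thinning. Thinning also dilutes free RNA, and more so in deeper nuclei, so thinned shares of classes that differ in depth do not show which of them carry background alone. Per nucleus of the library labelled knockout, the Etv4 UMIs were 22.1 times those of microglia-like nuclei in dentate granule-like, 10.3 times in CA3-like and 2.49 times in inhibitory-like nuclei.

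The axon guidance list had a median log2 ratio of 0.11 (−0.02 to 0.23) in dentate granule-like nuclei, at percentile 98.6 of the random lists, with 28 members higher and 25 lower. The alternative that moved it most was subtraction of free RNA, at 0.27, and with doublets kept it was −0.01. A median does not show members that move far in opposite directions. Without the minimum on CPM, 6 members were at least 2-fold higher and 6 at least 2-fold lower. Whether such members were more frequent than in random lists was not tested. Of the 10 members past the size rule, the 6 with the largest ratios are named. Ntng1 (−2.59), Robo3 (−1.89) and Efna5 (−1.69) were lower and Robo1 (2.14), Ephb1 (2.10) and Dcc (1.76) higher. The others had log2 ratios of 1.66, 1.53, −1.32 and 1.30. Robo1 (ENSMUSG00000022883) rose from 678 to 2,999 CPM. Ephb1 overlaps another counted gene on the same strand, so the reads of the pair are not fully separable. In CA3-like nuclei the list median was 0.02 (−0.01 to 0.10), at percentile 30.5, and −0.07 with TMM factors. There Sema3d (1.58), Sema6a (1.25) and Sema3c (1.02) were higher. In CA1-like nuclei the median was 0.12 (0.07 to 0.18), at percentile 92.5, and in inhibitory-like nuclei 0.00 (−0.03 to 0.02), at percentile 38.0.

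The mossy fiber-CA3 connection list had a median log2 ratio of 0.00 (−0.02 to 0.05) in dentate granule-like nuclei, at percentile 61.1, and moved most in female nuclei alone, to 0.06. It was 0.06 (−0.03 to 0.13) in CA3-like nuclei, at percentile 66.3. Of its members 1 passed the size rule in each class, Cdh10 in dentate granule-like nuclei (1.88, interval 1.83 to 1.92) and Lrrtm3 in CA3-like nuclei (1.48, interval 1.27 to 1.70). The activity and handling list had −0.47 (−0.61 to −0.15) in dentate granule-like, −0.31 (−0.49 to −0.08) in CA3-like, −0.24 (−0.49 to −0.03) in CA1-like and −0.01 (−0.26 to 0.19) in inhibitory-like nuclei. In female nuclei of the first 3 classes its sign reversed, to 0.22 (−0.05 to 0.52), 0.18 (−0.17 to 0.42) and 0.87 (0.48 to 1.10). Only the CA1-like interval lay wholly above no change. These female medians used 10, 10 and 11 members, against 13 in all nuclei of each class. Inhibitory-like nuclei had opposite signs as well, 0.48 (0.15 to 0.88) over 6 members in female and −0.30 (−0.77 to −0.09) over 11 members in male nuclei. The lower median was not confined to the Emx1 lineage. Over all microglia-like nuclei the list had −0.43 (−0.75 to −0.04), with 1 member higher and 5 lower.

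Emx1 (ENSMUSG00000033726), the gene whose regulatory sequence drives Cre, had 143 and 45 UMIs in CA1-like nuclei, a log2 ratio of −1.16 (−1.69 to −0.68), and 115 and 46 UMIs in CA3-like nuclei, −1.02 (−1.55 to −0.52). The dentate granule-like class had 370 and 245 UMIs, −0.08 (−0.32 to 0.15). It was named after its values were seen, and it stayed under 10 CPM in these 3 classes.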

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

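Of the tests in this part, the one of free RNA behind the activity and handling list was chosen only after the result was seen. Every direction is that of the library labelled knockout over the control, and with 1 library per group none of the differences between classes or sexes was tested.

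Among genes past the size rule in both classes, 4 moved in opposite directions in dentate granule-like and CA3-like nuclei, the same way in female and male nuclei of each class. The log2 ratio of Zfp804b was −1.97 in dentate granule-like and 1.12 in CA3-like nuclei, and that of Osbpl3 was −1.67 and 1.94. Luzp2 had 1.10 and −1.20, and Kcnh5 had 1.21 and −1.20. Between dentate granule-like and CA1-like nuclei 6 genes did so. Col5a2 had 1.65 and −1.59, Fstl5 had 2.10 and −1.08, and Osbpl3 had −1.67 and 1.86. Luzp2 had 1.10 and −3.19, Inpp4b had −1.24 and 2.22, and Ablim1 had −1.14 and 1.51. The difference between the classes was not tested. A mix of clusters within the dentate granule-like class is argued against: in the most evenly mixed dentate granule-like cluster of the finer clustering, at Leiden resolution 2, with 1,433 control nuclei and 1,204 of the library labelled knockout, 4 of the 4 genes and 6 of the 6 genes kept their direction. Luzp2 was smaller there, at 0.40 (0.16 to 0.63), and so was Zfp804b, at −1.02 (−1.32 to −0.74). A mix of clusters within the CA3-like or CA1-like class was not tested. In the finer clustering, 1 CA1-like cluster held 1,162 control nuclei and 17 of the library labelled knockout. The CA3-like clusters were more even, with 758 and 664 nuclei and with 188 and 201. A class-specific response to loss of Capicua may explain these genes, as a hypothesis. A difference between the pooled mice stays open as well.

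The activity and handling list had a median log2 ratio in CA1-like nuclei of 0.87 (0.48 to 1.10) in female and −0.63 (−0.85 to −0.42) in male nuclei. Opposite signs in the sexes drew attention to it, and the difference was not tested. Free RNA from other nuclei is argued against, because female and male nuclei of a library share the same free RNA, while their medians differed by 1.5. In dentate granule-like nuclei they differed by 0.77. The opposite signs were also seen outside the Emx1 lineage, in inhibitory-like nuclei, with 0.48 (0.15 to 0.88) in female and −0.30 (−0.77 to −0.09) in male nuclei. Other classes did not follow: microglia-like nuclei had −0.41 (−0.89 to 0.10) in female and 0.19 (−0.44 to 0.59) in male nuclei over 3 members each, and immature dentate granule-like nuclei −0.01 (−0.43 to 0.24) and −0.06 (−0.46 to 0.22). Single animals of the pools and sex cannot be told apart here, since female nuclei come from 1 mouse per library and the males of a pool cannot be separated. Handling of single mice before death could therefore produce the pattern, and so could sex, which was not tested.

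Etv4 was also seen in nuclei that the comparisons leave out. Unnamed nuclei had 115.1 CPM in the library labelled knockout and 3.75 in the control, a log2 ratio of 4.94 (4.74 to 5.15), and this difference was not tested. Free RNA from other nuclei is argued against, since these nuclei had 31.6 times as many Etv4 UMIs per nucleus as microglia-like nuclei of the same library. The unnamed clusters closest to excitatory neurons may respond as the named ones do, which stays a hypothesis.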

How the results depend on the processing

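The alternatives are those fixed in advance, and they were applied to the activity and handling list as well, whose median was not among the comparisons fixed in advance. Where no reason is given, the cause was not tested. No paired analysis was possible because each group is 1 library and no label pairs the mice.

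Thinning to 2000 UMIs per nucleus moved the log2 ratio of Cic to 0.58 in CA1-like and 0.12 in dentate granule-like nuclei, and reversed it to −0.41 in CA3-like and −0.39 in subicular or cortical excitatory-like nuclei. It reversed Ccnd1 in CA1-like (0.12), Ptpn9 in CA2-like (−0.19) and Spred2 in oligodendrocyte-like nuclei (−0.16). List medians moved to 1.13 for the CIC targets in CA3-like and 0.26 for axon guidance in dentate granule-like nuclei, and reversed to −0.17 for axon guidance in CA2-like and 0.19 for activity in CA3-like nuclei. Thinning leaves few UMIs for such genes, with 16 and 11 Cic UMIs in CA3-like nuclei.

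In female nuclei Cic had 1.37 in CA1-like, 1.17 in CA3-like and 0.34 in inhibitory-like nuclei. Size counts rose to 438 in CA1-like, 285 in CA3-like and 46 in inhibitory-like nuclei, with 255, 122 and 9 genes shared with the main counts. Ccnd1 in CA1-like (0.69), Spry1 in astrocyte-like (0.77) and Etv1 in inhibitory-like nuclei (−0.08) reversed. So did the mossy fiber-CA3 median in CA1-like nuclei (−0.08) and the activity median in CA1-like (0.87), CA3-like (0.18) and dentate granule-like nuclei (0.22). In the CA3-like and dentate granule-like classes the female activity intervals reached both sides of no change. The mossy fiber-CA3 median in dentate granule-like nuclei moved to 0.06. Ratios of shares moved to 0.79 in CA1-like and 0.68 in CA3-like nuclei.

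In male nuclei Cic moved to 0.26 in CA3-like nuclei, and the axon guidance median to 0.25 in dentate granule-like nuclei. Shc3 in cycling progenitor-like nuclei (−0.01), the axon guidance median in subicular or cortical excitatory-like nuclei (−0.06) and the activity median in microglia-like nuclei (0.19) reversed. Ratios of shares moved to 0.95 in CA1-like, 1.31 in CA3-like and 0.86 in dentate granule-like nuclei.

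Subtraction of free RNA reversed Sorcs1 in astrocyte-like (0.27), Cntnap5c in immature dentate granule-like (0.02), Rimbp2 and Phf24 in microglia-like (both 0.21) and Spred3 in microglia-like nuclei (−0.26). It moved the medians in dentate granule-like nuclei to 2.03 for CIC targets and 0.27 for axon guidance.

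Scaling shifts all ratios of a class alike. TMM and median-of-ratios factors both moved the axon guidance median in CA3-like nuclei to −0.07, and reversed the mossy fiber-CA3 median in CA1-like nuclei to −0.07 and −0.08. Median-of-ratios factors also gave 0.52 for the CIC targets in CA1-like, −0.03 for mossy fiber-CA3 in dentate granule-like and a reversed −0.01 for axon guidance in subicular or cortical excitatory-like nuclei.

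With no minimum on CPM, size counts rose to 974 in dentate granule-like, 583 in CA3-like, 981 in CA1-like and 185 in inhibitory-like nuclei, since more genes enter. With doublets kept, Spred2 in oligodendrocyte-like nuclei reversed to −0.14, and the female shares fell to 27.6% in the control and 29.0% in the library labelled knockout. With 1 Xist UMI they were 31.4% and 33.1%, and the stricter filter gave 31.3% in the library labelled knockout. The clustering without genes past the size rule gave 0.52 for the CIC targets in CA1-like nuclei. It gave no value for CA2-like nuclei, which it did not separate, and in thinned nuclei and in female nuclei a few small lists had no member with enough UMIs.

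Of 3,207 values of other named genes, 2,793 stayed within their intervals and 401 moved, 201 up and 200 down. Of 617 other list medians 517 stayed and 89 moved, 39 up and 50 down, and of 129 other size counts 94 stayed, 26 rose and 9 fell. Size counts have no interval, and a count was taken to stay when it lay within 1.5 times the main count in either direction. By this rule the 354 genes in female dentate granule-like nuclei, against 283 in the main count, are not listed above as a rise. Of 59 other ratios of shares 53 stayed, 1 rose and 5 fell, and of 109 other Cic ratios 106 stayed and 2 fell. Depth limits the classes with the fewest UMIs, where a ratio of Cic rests on 18 and 28 UMIs in Cajal-Retzius-like nuclei.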

Other observations

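Of the tests in this part, those of a swapped label, of free RNA behind Cic in CA1-like and CA3-like nuclei and over the library as a whole, of every subtraction from the library labelled knockout alone, of Etv4 UMIs per inhibitory-like nucleus, of the neighbours of all list genes at least 2-fold higher, and of the mitochondrial share by sex were chosen only after the result was seen. The tests of Emx1 concern a gene that was named after its values were seen. Directions are those of the library labelled knockout over the control.

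Cic UMIs were not lower in the library labelled knockout. A swapped or wrong library label is argued against by Etv4, with a log2 ratio of 6.70 in dentate granule-like nuclei, which rests on the background knowledge that Capicua represses Etv4. Scaling is argued against by a log2 ratio of Cic in CA1-like nuclei of 0.76 under median-of-ratios size factors. Free RNA moves transcripts between the droplets of a library and leaves their sum as it is. Over all barcodes Cic had 10.1 CPM in the control and 13.9 in the library labelled knockout, a log2 ratio of 0.46 (0.39 to 0.53), and inhibitory-like and microglia-like nuclei together had −0.05 (−0.29 to 0.20). Free RNA is thus argued against as what hides a fall of Cic over the library as a whole. For single classes it was subtracted in several ways. Subtraction of the free RNA estimated in microglia-like nuclei left log2 ratios of 0.89 in CA1-like, 0.75 in CA3-like and 0.46 in dentate granule-like nuclei. The other ways subtracted from the library labelled knockout alone. With all 0.044 Cic UMIs per nucleus of microglia-like nuclei taken off, the log2 ratio was 0.51 (0.28 to 0.74), 0.46 (0.15 to 0.77) and −0.10 (−0.31 to 0.11) in the same order. Free RNA per nucleus may differ between classes, since markers gave 523.2 free UMIs per microglia-like and 2,949.3 per inhibitory-like nucleus. The latter, with the profile of the library, gave 0.54 (0.31 to 0.77), 0.48 (0.17 to 0.79) and −0.05 (−0.26 to 0.15), and a level set by the Etv4 UMIs of inhibitory-like nuclei gave 0.71, 0.61 and 0.22. Free RNA at these levels is argued against as the cause of the rise over all CA1-like and all CA3-like nuclei. The subtractions were not split by sex. In male CA3-like nuclei the log2 ratio without subtraction was 0.26 (−0.18 to 0.72), an interval on both sides of no change, so no rise is drawn there. The rise in dentate granule-like nuclei stays open. Transcripts that lost the floxed exons but keep the counted part could also give the 465 Cic UMIs of dentate granule-like nuclei, and gene counts cannot separate these from intact transcripts.

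The genes past 2-fold in dentate granule-like nuclei are not explained by counting error, since counts simulated with no difference gave 0 such genes. Gene length is argued against as well, with 281 genes after removal of the trend on length and 280 before it, among genes with a known length. The fewer genes past 2-fold in immature than in mature granule-like nuclei did not come from depth, since at 1 depth the mature class had 7.71 times as many. For oligodendrocyte-like against oligodendrocyte precursor-like nuclei the ratio at 1 depth was 17.3. A response to loss of Capicua that grows with maturation is a candidate explanation, found and examined on the same data, and the timing of recombination stays open and untested.

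Etv4 rose in classes outside the Emx1 lineage too. In microglia-like nuclei its level was 1.14 times that expected from free RNA, so free RNA may be the source. In inhibitory-like nuclei it was 0.50 times that level. The Etv4 UMIs per nucleus there were 2.49 times those of microglia-like nuclei, and the free UMIs estimated from markers were also higher, 2,949.3 against 523.2. Free RNA may be the source there too, which does not exclude a small rise within the nuclei.

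In the main clustering, dentate granule-like nuclei fell into a pair of clusters, and 1 of them was 96.9% control. Without the genes past the size rule there was a single cluster with at most 55.5% from 1 library. The genes left out were chosen because they differ between the libraries, so this does not show whether they alone cause the split. The mature share of granule-like nuclei was 66.3% in the control (65.1% to 67.4%) and 57.3% in the library labelled knockout (56.0% to 58.6%). The position of the class boundary is argued against, as the difference was −6.65 percentage points in the clustering without those genes. A single animal is argued against by −7.14 points in female and −7.45 points in male nuclei, or −4.99 and −5.07 points without those genes. The share also differed within each library, with 63.8% in female and 72.5% in male nuclei of the control, and 56.65% and 65.1% in the library labelled knockout. Mice, sex and the depth that a call needs are not separated there, so a difference between mice stays open. Slower maturation and a difference in dissection or nuclei capture between the libraries could each produce the smaller share of the library labelled knockout, and neither was tested.

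The mitochondrial share of UMIs was higher in the library labelled knockout in every class compared, over all nuclei. The shares themselves were small. They ran from 0.012% in CA3-like nuclei of the control to 0.141% in immature dentate granule-like nuclei of the library labelled knockout. Loss of Cic in the nuclei themselves is argued against as the whole cause, since the log2 ratio was 1.05 (1.01 to 1.09) in inhibitory-like nuclei, outside the Emx1 lineage. In microglia-like nuclei it was 0.18 (0.11 to 0.25). The sexes differed. In inhibitory-like nuclei the log2 ratio was 2.44 (2.35 to 2.53) in female and 0.40 (0.34 to 0.45) in male nuclei, 2.04 apart, and in dentate granule-like nuclei 1.54 (1.49 to 1.60) and 0.33 (0.29 to 0.38). In CA1-like nuclei it was 1.97 (1.89 to 2.05) and −0.12 (−0.18 to −0.06), and in CA3-like nuclei 1.94 (1.81 to 2.08) and −0.34 (−0.45 to −0.24). Not every class had the larger rise in female nuclei: microglia-like nuclei had −0.23 (−0.39 to −0.08) in female and 0.54 (0.42 to 0.66) in male nuclei, oligodendrocyte precursor-like nuclei −0.24 (−0.35 to −0.13) and 0.41 (0.33 to 0.50), and immature dentate granule-like nuclei 0.69 (0.61 to 0.76) and 0.82 (0.75 to 0.88). Per the labels the tissue of a library was pooled before homogenisation, so a difference in preparation that acts alike on all nuclei of a library is argued against as the whole cause. Single mice and sex could each produce the gap, and they cannot be told apart.

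The neighbours of the 6 CIC target list genes that rose past the size rule in dentate granule-like nuclei did not rise with them as a set. The median of 12 neighbours lay at percentile 53.6 of random sets, and 0 passed 2-fold. For all 10 list genes at least 2-fold higher, the median of 20 neighbours lay at percentile 81.0, and 1 passed 2-fold, next to Spry4. Spry4, chosen after its values were seen, was under the minimum counts. The next counted genes on one side of it had log2 ratios of 7.25 (9630014M24Rik), 5.73 (Fgf1) and 6.64 (Gm5820), and those on the other side 0.08 (Ndfip1), 0.23 (Gnpda1) and 0.02 (Rnf14). Shared regulation around Spry4 stays open, and no biological explanation was tested.

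Emx1 UMIs were lower in CA1-like and CA3-like nuclei. Scaling is argued against, since the log2 ratio in CA1-like nuclei was at most −1.26 under another scaling. Linked variants that also move neighbouring genes stay open. In CA1-like nuclei the median absolute log2 ratio of 20 neighbours, 0.21, lay at percentile 45.2 of random sets, but 3 of them passed 2-fold, and a median cannot show a move of a few genes. An effect of the Cre insertion on Emx1 itself that acts alike in all classes is argued against by the granule-like classes. There the log2 ratio was −0.08 (−0.32 to 0.15) in dentate granule-like and −0.24 (−0.57 to 0.07) in immature dentate granule-like nuclei. An effect of the insertion that differs between classes could give the fall, and it stays open, as does a response to loss of Capicua.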
